A study of Homo sapiens with 2 samples. Its data were reported in "Multiomic assessments of LNCaP and derived cell strains reveal determinants of prostate cancer pathobiology" (2025).

How the data were processed

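Single-cell RNA-Seq was carried out on cells of LNCaP_FGC, a human prostate carcinoma line, and of LNCaP_C4-2B, a castration-resistant strain derived from LNCaP. Both lines were grown in the same serum-supplemented medium without further treatment, and 1 library was made from each with 10x Genomics 3′ chemistry. Per the submitters' processing notes, reads were aligned to GRCh38 and counted with Cell Ranger 6.0, and cells were handled in Seurat 5.011. The authors removed cells by their number of genes, number of reads, percent of hemoglobin, ribosomal and mitochondrial reads and doublet score, then drew the same number of cells from each line and thinned the counts at random to a common mean per cell. The deposited values are UMI counts per gene and cell after that thinning, not scaled or log transformed.

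Each deposited matrix held 36601 genes and 1850 cells. The total was 35150013 UMIs in LNCaP_FGC and 35149989 UMIs in LNCaP_C4-2B, a mean of 19000 per cell in both. Since the authors thinned the counts, the depth before thinning is not given in the sources used here, and the equal means say nothing about the RNA content of the cells. Levels are given as CPM, counts scaled to a common library total. With 1 UMI equal to 0.0284 CPM in each library, 3 UMIs, taken as the floor for a gene with none, correspond to 0.0853 CPM. Genes are named by symbol only in the files. Symbols were matched to GENCODE release 44 on GRCh38 for positions, directly or through older symbols, and 14693 of the 17897 genes with at least 10 UMIs over both libraries (82.1%) had a position.

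The lists of genes, the rule for naming genes and the main comparisons were fixed before the data were examined, and tests, alternatives and genes chosen later are marked where they are given. Each line has 1 library and cells of 1 library are not replicates, so no significance test was run and no p-value is given. UMIs were summed over the cells of a library or of a group of cells, scaled to CPM, and compared as a ratio with its exact conditional 95% interval. Shares of cells have exact binomial (Clopper-Pearson) 95% intervals and levels have exact Poisson intervals. A share of 0 is given with the limit of 3 counts over the number of cells. All of these cover counting error only, not the variation between cultures or libraries. The 2 libraries also carry different batch labels, so strain and batch cannot be told apart.

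For each of 23 lists, the median log2 ratio over members with at least 10 UMIs was set beside 10000 random lists of the same size matched on mean level. Its percentile among them is a description of these libraries and not a test. The random lists were not matched on genomic span, so a percentile does not account for a difference between the libraries by span. The lists were luminal and basal epithelial markers, neuroendocrine markers, epithelial-mesenchymal transition (EMT) markers, the ETS family, cell cycle progression genes, DNA repair genes, mismatch repair genes, recurrent driver genes, WNT pathway genes, cholesterol synthesis genes, fatty acid synthesis genes, hypoxia and glycolysis genes, endoplasmic reticulum stress genes, heat shock and early response genes, interferon response genes, MHC class I genes, Y chromosome genes, X homologues of Y genes, and markers of fibroblasts, immune cells, endothelial and erythroid cells, and non-prostate epithelia. Other lists and some single genes fixed in advance are not reported here. A member was counted as higher or lower when its ratio lay at least 1.5-fold from that of the median gene.

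Cell cycle phase was called per library with CellCycleScoring in Seurat 5.3.0 (R 4.3.3), from 43 S and 54 G2M genes, on genes seen in at least 3 cells. Gene lists were compared between each phase and the other phases pooled, with the genes used for the calls left out. Clusters were made per library without ETV1 from log-normalized counts, 3000 variable genes, 10 principal components and Louvain clustering at resolution 0.5, after regression of the S and G2M scores. For comparisons between cells within a library, each cell was thinned to 11901 UMIs, the percentile 10 of UMIs per cell in LNCaP_C4-2B, the library with the lower median, which left 1623 LNCaP_FGC and 1665 LNCaP_C4-2B cells. LNCaP_FGC cells with 0 ETV1 UMIs at that depth were compared with cells holding at least 2, and cells with 1 were left out. A cell was taken as low in Y chromosome expression by the limits the study gave. These were that no Y chromosome gene had more than 1 UMI and all of them together had at most 5. They were applied to the 38 of 41 listed Y genes that the files hold.

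Genes were named by size: the 12 highest and 12 lowest ratios between the libraries among genes with at least 50 CPM in the higher library and the same direction in each phase, 6 genes per phase, 10 genes in each direction for ETV1, a fixed set of genes of prior interest, and up to 2 members at each end of every list with at least 20 CPM. Ribosomal protein, mitochondrial and unnamed genes were not named. Sums, ratios and intervals were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots with matplotlib 3.10.9.

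The computation was tested on simulated data with the size of the 2 sums, 17897 genes and 200 genes changed by known amounts for the comparison of LNCaP_C4-2B with LNCaP_FGC. The direction was recovered for 75 of 75 genes changed 1.5-fold, 75 of 75 changed 2-fold and 50 of 50 changed 4-fold. The ratio was within 10% of the true one for 68, 65 and 45 of them, and the 95% interval held the true ratio for 71, 70 and 47. Among unchanged genes 95.7% of intervals held the true value. A simulated list of 20 genes changed 2-fold had the percentile 100, and 7% of 200 lists of unchanged genes fell outside the central 95% of random lists.

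Alternatives were scaling by median-of-ratios size factors, by TMM factors (computed with edgeR 4.0.16), or by totals without ribosomal protein and mitochondrial genes. Others were a minimum of 100 UMIs or none, the mean of each cell's CPM, means within phases, G1 cells alone, removal of the 10% of cells with the most UMIs, thinned cells, other phase scorings, resolutions of 0.3 and 0.8, 30 components, ETV1 kept in the clustering, and other limits for ETV1 and Y chromosome counts. Splicing, genotype and copy number were not analysed here.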

Results

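The libraries hold 1850 cells of LNCaP_FGC and 1850 cells of LNCaP_C4-2B, 1 library per line and so no replicates. UMIs per cell ranged from 8988 to 51088 (median 18292) in LNCaP_FGC and from 9593 to 48630 (median 17566.5) in LNCaP_C4-2B. At equal mean depth, LNCaP_FGC cells had a median of 4909.5 genes and LNCaP_C4-2B cells 4133. Mitochondrial transcripts took 6.27% of UMIs in LNCaP_FGC and 8.35% in LNCaP_C4-2B, and ribosomal protein transcripts 23.1% and 28.2%. MALAT1, a nuclear long noncoding RNA, stood at 20773 CPM and 14337 CPM.

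The first comparison asks how the transcriptome of LNCaP_C4-2B differs from that of its parental line. The kallikrein genes KLK3 (prostate-specific antigen; chromosome 19, 50854915 to 50860764) and KLK2 were higher in LNCaP_C4-2B, KLK3 at 2770 CPM against 781 (3.55-fold, 95% interval 3.50 to 3.59) and KLK2 at 759.9 CPM against 163 (4.66-fold, 4.53 to 4.80). ETV1, an ETS transcription factor gene on chromosome 7 (13891229 to 13991425), had 5426 UMIs in LNCaP_FGC and 0 in LNCaP_C4-2B. ETV1 was at least 1470-fold lower by its 95% interval, and 1809-fold lower when 3 UMIs are taken as the floor. Genes of hypoxia and glycolysis and of endoplasmic reticulum stress were higher in LNCaP_C4-2B as groups, while Y chromosome genes were lower.

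All folds between the libraries are ratios of CPM, and the median gene had a log2 ratio of -0.49 on that scale, -0.33 with ribosomal protein and mitochondrial genes out of the totals, -0.09 with median-of-ratios factors and within 0.1 of 0 with TMM factors. Lists are therefore also given relative to the median gene. A gene or list with a log2 ratio between -0.49 and 0 was lower by CPM and higher than the median gene.

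The largest ratios in favor of LNCaP_C4-2B included cancer-testis antigen genes of the X chromosome. PAGE1 (chromosome X, 49687447 to 49695984) had 30962 UMIs against 49, a 632-fold higher level (478 to 854), and MAGEA1 was 18.9-fold higher (15.7 to 23.0). The noncoding RNA LINC00632 was 277-fold higher (155 to 556), and HBQ1, a globin gene, and SPART, a gene of lipid droplet turnover on chromosome 13, were 68.9-fold (48.7 to 101) and 66.6-fold higher (54.2 to 82.9). The amino acid transporter gene SLC7A5 was 21-fold higher (16.9 to 26.5), and NIBAN1, KLHL35, NOVA1, MDK (the growth factor midkine), CRIP2 and FUOM were between 7.89-fold (FUOM) and 18.9-fold (NIBAN1) higher.

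At the other end, TMEFF2, a transmembrane proteoglycan gene expressed in prostate (chromosome 2, 191949043 to 192194933), had 5747 UMIs in LNCaP_FGC and 1 in LNCaP_C4-2B, a 5747-fold ratio with a counting interval of 1031 to 227033. The metallothionein gene MT1G (chromosome 16, 56666730 to 56668065) had 5560 UMIs and 1, a 5560-fold ratio (997 to 219647). DSEL was 64.4-fold lower in LNCaP_C4-2B (51.8 to 81.1), TRGC1 60.2-fold (44.4 to 83.8), PKIB 58.8-fold (46.1 to 76.2), the imprinted gene PEG3 55.8-fold (45.9 to 68.6) and RIPOR2 36.8-fold (27.9 to 49.6). SH3RF1, the Notch ligand gene JAG1, the snoRNA host gene SNHG25 and GPR158 were between 14.6-fold (GPR158) and 16.2-fold (SH3RF1) lower.

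Of other genes of prostate cells, TMPRSS2 was 1.24-fold higher (1.19 to 1.30) and the pioneer factor gene FOXA1 2.05-fold lower (1.97 to 2.13), while HOXB13 was 1.31-fold lower (1.26 to 1.36) by CPM but 0.10 above the median gene on the log2 scale. Luminal epithelial markers were higher in LNCaP_C4-2B, with a median of 0.61 (1.1 relative to the median gene, percentile 99.98) and 9 of 14 members at least 1.5-fold above the median gene. DPP4 (6.81-fold, 5.83 to 8.00) and CLDN3 (4.89-fold, 4.64 to 5.16) were higher, whereas the prostatic acid phosphatase gene ACPP was 24.0-fold lower (18.8 to 31.2). Hypoxia and glycolysis genes had a median of 1.13 (1.62 relative to the median gene, percentile 100), with 17 of 19 at least 1.5-fold above the median gene. PFKP was 4.08-fold (3.82 to 4.36) and PGK1 3.89-fold (3.8 to 3.98) higher, both enzymes of glycolysis, and the glucose transporter gene SLC2A1 was 1.81-fold lower (1.61 to 2.04). Endoplasmic reticulum stress genes had a median of 0.70 (1.18 relative to the median gene, percentile 100), with 12 of 15 at least 1.5-fold above it. DDIT3 (3.67-fold, 3.36 to 4.01) and TRIB3 (2.14-fold, 1.97 to 2.33), which act in the integrated stress response, were the highest named members.

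**Figure D1:**
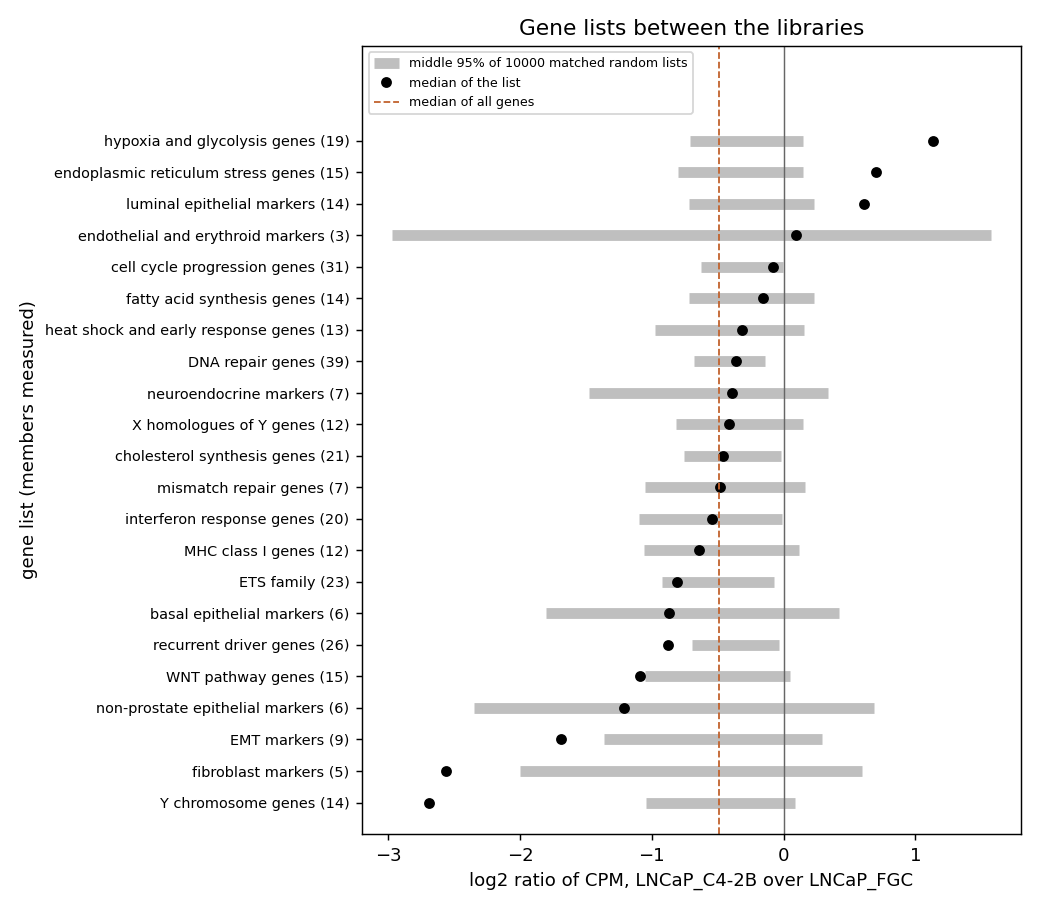
Median log2 ratio of CPM, LNCaP_C4-2B over LNCaP_FGC, for each gene list (points), with the central 95% of 10000 matched random lists (gray bars) and the median of all genes (dashed line, -0.49). Hypoxia and glycolysis genes (1.13), endoplasmic reticulum stress genes (0.70) and luminal epithelial markers (0.61) lie to the right of their bars, and Y chromosome genes (-2.69) lie far to the left. The number of members measured is in brackets.

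EMT markers had a median of -1.69 (percentile 0.37), but this rested on members with few UMIs, and with at least 100 UMIs per member the median was 0.29. VIM was 3.22-fold (2.82 to 3.69) and FN1 1.22-fold (1.17 to 1.27) higher, and TWIST1 had 2 UMIs against 975, a 488-fold ratio (135 to 4031). Basal epithelial markers had a median of -0.87 (percentile 33.2) over 6 members. Neuroendocrine markers had a median of -0.39 (percentile 61.6), and one of 0.68 with at least 100 UMIs per member, with the Notch ligand gene DLL3 2.09-fold higher (1.93 to 2.25), SYT4 8.49-fold lower (7.62 to 9.47) and SYP at 4.50 CPM against 3.58, a ratio of 1.254 (0.986 to 1.60). CHGA had 1 UMI or none in each library, and the glucocorticoid receptor gene NR3C1 had 8 in LNCaP_FGC and 1 in LNCaP_C4-2B.

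The ETS family had a median of -0.81 (percentile 7.46). Of its members with at least 20 CPM, EHF was highest (2.56-fold higher, 2.48 to 2.65) and ETV1 and ELK4 (3.47-fold lower, 3.23 to 3.72) lowest. MIPOL1 on chromosome 14 and DGKB on chromosome 7, the rearrangement partners at the ETV1 locus of LNCaP, were 3.24-fold (2.99 to 3.51) and 5.56-fold (4.50 to 6.92) lower. Recurrent driver genes had a median of -0.88 (-0.39 relative to the median gene, percentile 0.15). This percentile and that of WNT pathway genes do not account for genomic span, and long genes were lower in LNCaP_C4-2B, as given below. IGF2R was 5.30-fold lower (4.99 to 5.64), while CCND1 was 1.24-fold higher (1.21 to 1.28). WNT pathway genes had a median of -1.09 (percentile 1.74), with APC 2.32-fold lower (2.14 to 2.53) and CTNNB1 1.72-fold lower (1.61 to 1.84). WNT5A stood at 1.37 CPM against 2.90, 2.12-fold lower (1.49 to 3.06).

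Cell cycle progression genes had a median of -0.08 by CPM and 0.41 relative to the median gene (percentile 93.2), so their direction depended on the scaling. CENPM was 1.80-fold higher (1.69 to 1.91) and CDCA3 1.77-fold higher (1.62 to 1.93), and CDK1 2.95-fold (2.86 to 3.05) and TOP2A 2.51-fold (2.42 to 2.61) lower. MKI67, 1.06-fold lower by CPM (1.02 to 1.1), was higher than the median gene. DNA repair genes had a median of -0.36 (0.12 relative to the median gene, percentile 62.6), with 31 of 39 within 1.5-fold of the median gene. CHEK2 was 1.57-fold (1.42 to 1.75) and BRCA2 1.36-fold (1.27 to 1.45) higher, MSH3 2.77-fold (2.51 to 3.08) and NBN 2.40-fold (2.22 to 2.59) lower, and BRCA1 1.33-fold lower by CPM (1.26 to 1.42) but 0.07 above the median gene on the log2 scale. Mismatch repair genes had a median of -0.48 (percentile 52.5), with MSH6 1.53-fold lower (1.42 to 1.66).

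The lists in this paragraph lay within the central 95% of random lists. Cholesterol synthesis genes had a median of -0.46 (percentile 35.3), with FDPS 2.43-fold higher (2.32 to 2.54) and SC5D 3.16-fold lower (2.88 to 3.46). Fatty acid synthesis genes had a median of -0.16 (percentile 64.5), and ELOVL6 was 4.10-fold lower (3.59 to 4.70). Heat shock and early response genes had a median of -0.32 (percentile 63.4), with HSPB1 2.62-fold higher (2.58 to 2.67) and HSPA1B 3.52-fold lower (3.19 to 3.88). Interferon response genes (-0.54, percentile 51.3) held ISG20, 3.40-fold higher (3.02 to 3.84), and IFITM3, 2.55-fold lower (2.40 to 2.71). MHC class I genes (-0.64, percentile 28.2) held HLA-C, 1.86-fold higher (1.75 to 1.98), and B2M, 1.69-fold lower (1.63 to 1.75). The X homologues of Y genes had a median of -0.41 (percentile 37.2) and a mean of 0.07, with RPS4X 2.12-fold higher (2.10 to 2.15) and KDM5C 2.70-fold lower (2.45 to 2.99). Relative to the median gene the lists of cholesterol synthesis (0.02), fatty acid synthesis (0.33), heat shock and early response (0.17), mismatch repair (0.01), neuroendocrine markers (0.10) and X homologues (0.07) were on the other side of 0.

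Markers of other cell types were low in both libraries. Fibroblast markers (5 measured, median -2.56, percentile 0.57) were led by ACTA2, at 17.1 CPM in LNCaP_FGC and 0.569 in LNCaP_C4-2B. Non-prostate epithelial markers had a median of -1.21 (6 measured, percentile 29.7), with ALB highest at 1.22 CPM in LNCaP_FGC, and endothelial and erythroid markers one of 0.09 (3 measured, percentile 80.5), with VWF highest at 3.47 CPM in LNCaP_FGC. The only immune cell marker measured was CD68, at 1.42 CPM in LNCaP_FGC and 2.11 in LNCaP_C4-2B. These genes were chosen for mention after their values were seen.

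The next comparison asks how cells of each line fall into the phases of the cell cycle and which gene groups follow the phase. In LNCaP_FGC, 43.5% of cells were called G1 (41.2 to 45.8), 25.0% S (23.1 to 27.1) and 31.5% G2M (29.4 to 33.7), and in LNCaP_C4-2B 48.9% (46.6 to 51.2), 21.1% (19.2 to 23.0) and 30.1% (28.0 to 32.2). DNA repair genes were highest in S cells of both lines and cell cycle progression genes in G2M cells. The calls are made from relative scores, so they do not by themselves measure how many cells are cycling. Scored together with LNCaP_FGC, LNCaP_C4-2B had 16.1% of cells in S and 37.8% in G2M.

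**Figure D2:**
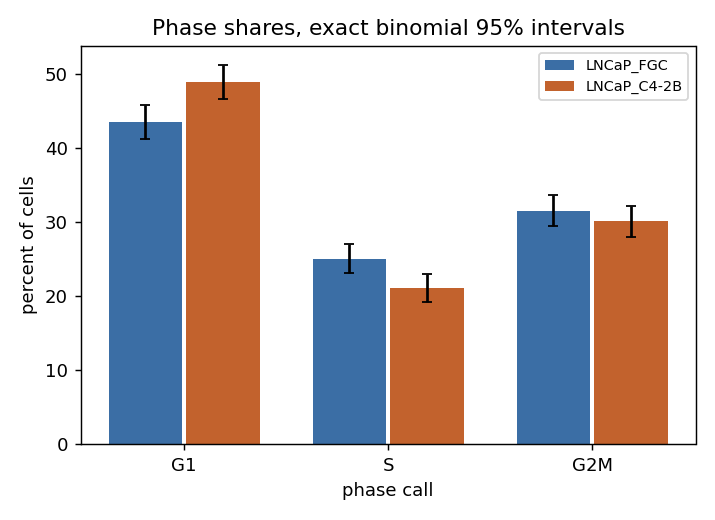
Percent of cells called G1, S and G2M in LNCaP_FGC (blue) and LNCaP_C4-2B (orange), 1850 cells per library scored separately, with exact binomial 95% intervals as error bars. G1 holds the largest share in both lines, 43.5% and 48.9%.

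Luminal epithelial markers in G1 over the other phases had a median log2 ratio of 0.26 in LNCaP_FGC (percentile 99.94) and 0.24 in LNCaP_C4-2B (percentile 100). KLK3 was 1.68-fold (1.64 to 1.72) and 1.32-fold (1.31 to 1.34) higher in G1 in LNCaP_FGC and LNCaP_C4-2B, and KLK2 1.66-fold (1.58 to 1.75) and 1.47-fold (1.43 to 1.5). Among the highest G1 ratios in LNCaP_FGC were those of ACPP, 4.36-fold higher (3.88 to 4.90), MAF, 2.97-fold (2.82 to 3.14), TMPRSS2, 2.92-fold (2.73 to 3.12), COLCA1 and PNRC1. In LNCaP_C4-2B, MAF was 4.13-fold (3.52 to 4.86) and TMPRSS2 2.33-fold (2.20 to 2.47) higher in G1.

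DNA repair genes in S over the other phases had a median of 0.54 in LNCaP_FGC and 0.77 in LNCaP_C4-2B, both at percentile 100. They were also higher in G2M, with medians of 0.31 (percentile 100) and 0.25 (percentile 99.91), and lower in G1 (-1.02 and -1.06). Since G1 cells are among the pooled other phases, the ratios in S are not specific to S. BRCA2 in LNCaP_FGC stood at 71.0 CPM in S and 65.2 CPM in G2M. BRCA1 was 3.60-fold higher in S (3.33 to 3.89) in LNCaP_FGC and 4.62-fold (4.22 to 5.06) in LNCaP_C4-2B, BRCA2 2.29-fold (2.06 to 2.54) and 3.05-fold (2.79 to 3.34), and MSH6 2.94-fold (2.66 to 3.25) and 2.62-fold (2.31 to 2.97). The highest S ratios in LNCaP_FGC were those of FAM111B (5.74-fold, 5.31 to 6.20), the replication factor MCM10 (5.28-fold, 4.83 to 5.77) and the histone gene HIST1H1B (3.98-fold, 3.74 to 4.24). The replication factor CDT1 (3.79-fold, 3.35 to 4.28), the histone chaperone gene ASF1B and BRCA1 came next. In LNCaP_C4-2B, FAM111B was 14.1-fold higher in S (12 to 16.8) and HIST1H1B 9.16-fold higher (8.65 to 9.70).

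Cell cycle progression genes in G2M over the other phases had a median of 1.46 in LNCaP_FGC and 1.2504 in LNCaP_C4-2B over the 18 members outside the scoring lists, at percentile 100 in both. The mitotic kinase gene PLK1 was 12.4-fold higher in G2M (10.8 to 14.3) in LNCaP_FGC and 11.9-fold higher (10.5 to 13.4) in LNCaP_C4-2B. The mitotic kinesin gene KIF20A was 11.7-fold (9.93 to 13.7) and 11.9-fold (9.22 to 15.5) higher. KIF14, ASPM, FAM83D and CEP55, all genes of spindle function or cytokinesis, were between 6.78-fold (CEP55) and 9.0-fold (KIF14) higher in LNCaP_FGC.

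The third comparison concerns ETV1, which is part of a rearrangement in LNCaP, and asks how evenly it is expressed among LNCaP_FGC cells. No ETV1 UMI was seen in 610 of 1850 LNCaP_FGC cells, 33.0% (30.8 to 35.2). In LNCaP_C4-2B, 0 of 1850 cells had an ETV1 UMI, which allows a share of cells with a UMI of up to 0.162%, at median depths of 18292 and 17566.5 UMIs. Among LNCaP_FGC cells, those with 0 ETV1 UMIs were 31.3% (28.1 to 34.7) in G1, 32.2% (27.9 to 36.6) in S and 35.8% (32.0 to 39.9) in G2M. Free ETV1 RNA in the LNCaP_FGC library itself was not measured, so a cell with a UMI need not express the gene.

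Clusters made without ETV1, after regression of the phase scores, differed in ETV1. Of 6 LNCaP_FGC clusters, cluster 0 (445 cells, 24.1% of the library) had 0 ETV1 UMIs in 84.5% of cells (80.8 to 87.7) and an ETV1 level of 17.4 CPM (14.6 to 20.5). In clusters 2, 4 and 5 the share was 4.72% (2.72 to 7.55), 3.40% (1.56 to 6.35) and 6.45% (3.38 to 11.0), and in clusters 1 and 3 it was 33.2% (28.3 to 38.5) and 30.5% (25.2 to 36.4). ETV1 stood at 285 CPM (272 to 298) in cluster 2 and 278 CPM (264 to 294) in cluster 4, with intervals that overlap, and at 227 CPM (212 to 244) in cluster 5. Each cluster held cells of the 3 phases, with G1 shares from 36.2% in cluster 4 to 53.7% in cluster 2. At resolution 0.3, which gave 4 clusters, the highest share without ETV1 was 63.75%.

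**Figure D3:**
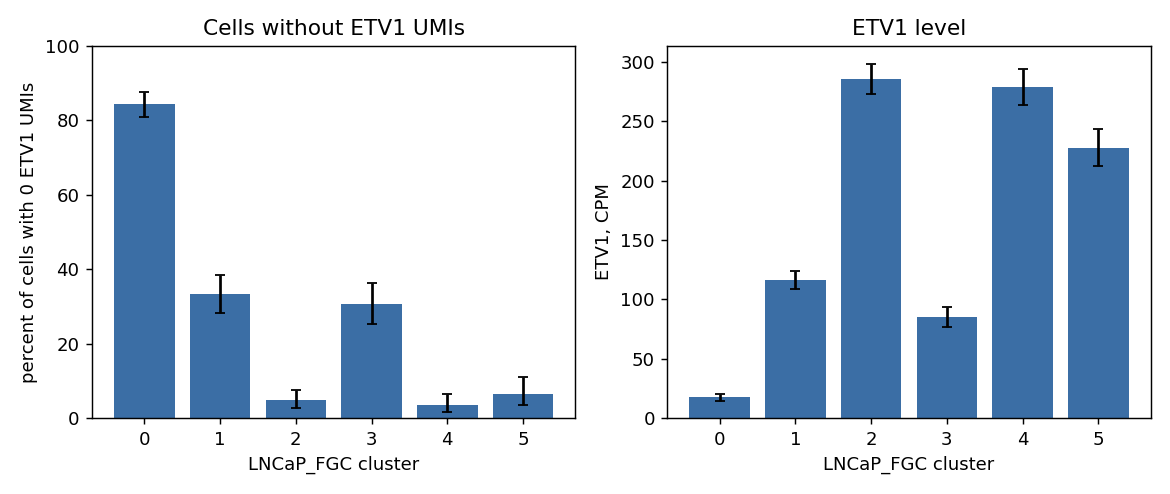
Percent of cells with 0 ETV1 UMIs (left, exact binomial 95% intervals) and ETV1 level in CPM (right, exact Poisson 95% intervals) in the 6 LNCaP_FGC clusters made without ETV1. Cluster 0 has 84.5% of cells without ETV1 and 17.4 CPM, and clusters 2, 4 and 5 have at most 6.45% and at least 227 CPM.

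Other genes differed between LNCaP_FGC cells without ETV1 (628 cells) and with at least 2 ETV1 UMIs (736 cells) at equal depth. KLK3 was 5.42-fold lower in cells without ETV1 (5.16 to 5.70), at 243 CPM against 1317. RIPOR2 was 11.6-fold (9.05 to 15.2), the organic cation transporter gene SLC22A3 7.75-fold (5.76 to 10.6), the histone gene H2AFJ 5.5-fold (4.90 to 6.21) and SYT4 5.49-fold (4.75 to 6.36) lower. PKIB (5.02-fold), EPHA7 (4.45-fold), CAMK2N1 (4.28-fold), ACPP (4.23-fold) and FN1 (3.48-fold, 3.11 to 3.91) were lower too. Higher in cells without ETV1 were RALYL, 4.43-fold (3.63 to 5.43), the interferon-inducible gene IFITM2, 3.65-fold (3.09 to 4.34), the helix-loop-helix gene HES6, 3.58-fold (3.15 to 4.08), PTGFR, ZNF385B, the microtubule gene MAP1B (2.81-fold, 2.64 to 2.99), TCEAL9, MAF (2.67-fold, 2.46 to 2.89), ATP1B1 and AFF3 (2.43-fold, 2.10 to 2.83).

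By lists, the median gene had a log2 ratio of 0.08 without over with ETV1. Cell cycle progression genes had a median of 0.33 (percentile 100), and of 0.18 as the mean within phases, where 40.3% of cells without ETV1 and 46.7% of cells with it were in G1. MHC class I genes had a median of 0.52 (percentile 99.95), cholesterol synthesis genes 0.22 (percentile 99.7), fatty acid synthesis genes 0.22 (percentile 99.7) and DNA repair genes 0.17 (percentile 98.55). Heat shock and early response genes had a median of -0.12 (percentile 1.07), with a counting interval of -0.23 to 0.18 that includes 0. EMT markers had a median of 1.11 (percentile 99.98) over 7 members, with a counting interval of 0.23 to 1.56 and a mean of 0.18. Relative to the median gene, 4 members were at least 1.5-fold higher and 2 at least 1.5-fold lower, FN1 among the lower ones. Their UMIs summed to 590 without ETV1 and 1992 with it, of which FN1 held 375 and 1531. This median therefore rested on members with few UMIs, while the summed counts were lower without ETV1. KLK2 (1.27-fold lower, 1.17 to 1.37) went with KLK3.

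The last comparison asks which share of cells of each line lacks Y chromosome expression. In LNCaP_FGC 13 of 1850 cells, 0.703% (0.375 to 1.2), were low in Y chromosome expression, and in LNCaP_C4-2B 1111 of 1850, 60.1% (57.8 to 62.3). No UMI from any Y chromosome gene was seen in 981 LNCaP_C4-2B cells, 53% (50.7 to 55.3), and in 0 of 1850 LNCaP_FGC cells, which allows a share of up to 0.162%. The 13 LNCaP_FGC cells had a median of 10088 UMIs against 18330 in the other cells, and thinned to equal depth the share there was 1.66% (1.1 to 2.41), so this small count depends on depth.

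As a list, Y chromosome genes had a median log2 ratio of -2.69 between the libraries (percentile 0), with 13 of 14 members at least 1.5-fold below the median gene. RPS4Y1, a ribosomal protein gene (chromosome Y, 2841602 to 2932000), was 2.54-fold lower in LNCaP_C4-2B (2.46 to 2.63). USP9Y (chromosome Y, 12537650 to 12860839) was 10.8-fold lower (10.1 to 11.6), EIF1AY 6.82-fold (6.15 to 7.58) and DDX3Y 5.01-fold (4.52 to 5.56). The 739 other LNCaP_C4-2B cells had RPS4Y1 at 341 CPM, 0.918 times the level in LNCaP_FGC (0.888 to 0.948). In the same cells the ratio was 0.462 (0.415 to 0.512) for DDX3Y, 0.334 (0.3 to 0.371) for EIF1AY and 0.213 (0.199 to 0.229) for USP9Y. LINC00278, picked out after its values were seen, had 66 UMIs in LNCaP_FGC and 0 in LNCaP_C4-2B.

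**Figure D4:**
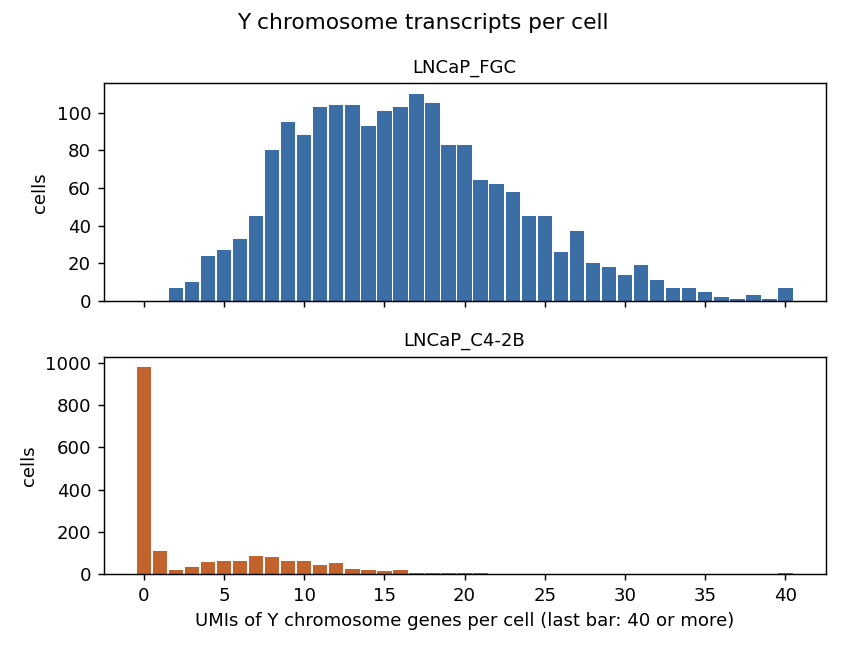
Cells by their number of UMIs from Y chromosome genes in LNCaP_FGC (top) and LNCaP_C4-2B (bottom), with cells of 40 or more UMIs in the last bar. LNCaP_FGC cells form 1 group with a median of 16, and LNCaP_C4-2B cells split into 981 cells at 0 and a group of other cells with a median of 8.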

Values the study reported

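The study reported that 48%, 24% and 28% of LNCaP_FGC cells fell into G1, S and G2M. It described about 33% of LNCaP_FGC cells, in cluster 0, as lacking ETV1, and placed the highest ETV1 level in cluster 5. Its cluster numbers need not match those of the clusters made here. Cells lacking Y chromosome transcripts, with limits of 1 read per gene and 5 reads in all, were given as 0.7% of LNCaP_FGC and 60% of LNCaP_C4-2B. The same limits were applied here to the deposited cells, so the shares given above are a recomputation and not an independent match. In bulk RNA-Seq of LNCaP_FGC, ETV1 stood at 24 FPKM.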

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

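A pair of gene lists went in opposite directions across phases in the 2 lines. Endoplasmic reticulum stress genes in S over the other phases had a median log2 ratio of 0.13 in LNCaP_FGC and -0.24 in LNCaP_C4-2B, a difference of 0.37. Interferon response genes in G2M over the other phases had a median of 0.27 in LNCaP_FGC and -0.23 in LNCaP_C4-2B, a difference of 0.50, but the counting intervals of both medians include 0 and they rest on 19 and 15 measured members. Both were listed because the medians lay on opposite sides of 0 and each outside the central 95% of random lists, neither difference was tested, and with 1 library per line neither can be.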

How the results depend on the processing

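The scoring with all genes kept was chosen after the data were seen, and the other alternatives before. Of the alternative values for the main value of each comparison, 53 stayed within the counting interval of the value reported, 30 moved beyond it and 4 changed sign from a value whose interval excludes 0. For other lists and single genes these numbers were 417, 177 and 19. The shift of the median gene between scalings moves every ratio between the libraries by the same amount, which is the cause of the reversals under a scaling, and for the remaining values the cause was not tested. All ratios between the libraries below are log2. Values near the floor of 3 UMIs are limited by depth.

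With median-of-ratios factors the medians of cell cycle progression genes (0.32), DNA repair genes (0.038), fatty acid synthesis genes (0.24) and heat shock and early response genes (0.085) turned positive, as did HOXB13 (0.012) and MKI67 (0.32). With TMM factors cell cycle progression genes (0.41), DNA repair genes (0.12), mismatch repair genes (0.0044), cholesterol synthesis genes (0.021), fatty acid synthesis genes (0.33), heat shock and early response genes (0.17), X homologues (0.072), BRCA1 (0.068), HOXB13 (0.10) and MKI67 (0.41) turned positive. Without ribosomal protein and mitochondrial genes in the totals, cell cycle progression genes (0.075) and MKI67 (0.075) reversed. Cell cycle progression genes were at 0.0075 as the mean within phases, -0.17 as the mean of each cell's CPM and -0.16 without the 10% of cells with the most UMIs. In G1 cells alone BRCA1 (0.12) and MKI67 (0.037) reversed, and with at least 100 UMIs EMT markers had a median of 0.29 and neuroendocrine markers, whose interval includes 0, one of 0.68. Neuroendocrine markers were at 0.011 with median-of-ratios and 0.094 with TMM factors. Without over with ETV1, as the mean within phases, cell cycle progression genes were at 0.18 and MKI67 at -0.021.

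Scored together with LNCaP_FGC, LNCaP_C4-2B had 46.2% of cells in G1, 16.1% in S and 37.8% in G2M. With all genes kept in the scoring, LNCaP_FGC had 48.2% in G1, 22.8% in S and 29.0% in G2M, and LNCaP_C4-2B 51.2% in G1. Without control genes LNCaP_FGC had 27.5% in S and 28.3% in G2M, and thinned 27.5% and 29.3%. Without the 10% of cells with the most UMIs, LNCaP_C4-2B had 19% in S. For cell cycle progression genes in G2M, that removal gave 1.55 in LNCaP_FGC and 1.37 in LNCaP_C4-2B, median-of-ratios factors gave 1.16 in LNCaP_C4-2B, and cells with a clear phase gave 1.64 and 1.46. Cells with a clear phase gave 0.64 for DNA repair genes in S of LNCaP_FGC.

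The share of LNCaP_FGC cells without ETV1 was 38.7% in thinned cells, 28.0% in cells above the median UMIs and 46.1% with a limit of 1 UMI, and the highest share in a cluster was 63.75% at resolution 0.3. Cells low in Y chromosome expression were 0% and 53% with 0 Y chromosome UMIs, 0% of LNCaP_FGC with at most 1, and 1.66% and 62.6% in thinned cells.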

Other observations

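Tests on ETV1 against counting, phase and bursts, on ribosomal protein and mitochondrial transcripts, on Y chromosome counting and on pseudoautosomal genes were chosen after the result was seen, and the other tests before. The comparison of chromosomes between the libraries and the genes named for low Y chromosome expression were also chosen after the values were seen.

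Between the libraries, chromosomes differed in the median log2 ratio relative to all genes. Chromosomes 4 (-0.35) and 5 (-0.46) were lower in LNCaP_C4-2B and chromosomes 7 (0.35) and 13 (0.36) higher, each outside the range of 10000 random gene sets of its size. In 10 blocks of genes along each, chromosomes 4, 5 and 7 kept their direction in all blocks, while the rise of chromosome 13 lay mostly in blocks 1 to 4 (0.39 to 1.23), with blocks 5 to 10 between -0.23 and 0.27. Chromosome 21 (-0.34, percentile 0.01) lay only just inside the range of its random gene sets and was below 0 in 10 of 10 blocks. Within LNCaP_FGC, cells without ETV1 at the thinned depth had chromosome 16 at 0.20, chromosome 6 at 0.10 and chromosome 4 at 0.060 over cells with at least 2 ETV1 UMIs. Chromosome 13 was at -0.22 there. For chromosomes 4, 6 and 13 this is the opposite direction to the ratio between the libraries, where chromosome 6 was at -0.066. Along chromosome 16, 10 of 10 blocks of genes were above 0, from 0.15 to 0.30, and along chromosome 13, 9 of 10 were below 0.

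Within LNCaP_C4-2B, cells low in Y chromosome expression differed little from the other cells outside Y chromosome and pseudoautosomal genes. LINC00632 was 1.36-fold (1.26 to 1.47), FN1 1.32-fold (1.248 to 1.41) and the metallothionein gene MT2A 1.24-fold (1.21 to 1.28) higher, and MESP1 was 1.28-fold lower (1.21 to 1.35).

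For the LNCaP_FGC cells without ETV1, counting alone would leave 7.65% of cells without a UMI at uniform expression, the share was at most 35.8% in any phase, it reached 84.5% in a cluster made without ETV1 where independent bursts would even it out, and the median mitochondrial percent in cells without ETV1 was 1.07 times that in cells with it, all of which argue against these explanations. A wide spread between cells usual for genes of this level cannot be told apart, because ETV1 lies at percentile 97.8 of 510 genes with a similar mean and 11 of them have more cells without a UMI. A candidate explanation is a subclone with chromosomal differences, such as chromosome 13 at -0.22. Cells without ETV1 also differed from ETV1-positive cells in part as LNCaP_C4-2B did, with a Pearson r of 0.27 and a Spearman rho of 0.18 across 10812 genes, which are not independent replicates. The named genes agree only in part. Of the 10 highest without ETV1, 9 were lower by CPM in LNCaP_C4-2B than in LNCaP_FGC. They included RALYL (ratio 0.0037), MAF (0.133) and MAP1B (0.357), and also IFITM2 (0.771) and AFF3 (0.948), which were higher than the median gene. Of the 10 lowest, 7 were lower in LNCaP_C4-2B too, while KLK3 (3.55), H2AFJ (6.1) and FN1 (1.22) were higher. Chromosomes 4, 6 and 13 went in opposite directions and chromosome 16 in the same one. Between the libraries, chromosome 6 (-0.066, percentile 5.98) lay well within the range of random gene sets. Chromosome 16 (0.18, percentile 99.99) lay only just inside it. A shared lineage is therefore no more than a hypothesis with values for and against it, and copy number was not analysed here.

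The lower median gene in LNCaP_C4-2B is a second pattern. The log2 ratio stayed at -0.33 without ribosomal protein and mitochondrial genes in the totals and at -0.42 in the phase nearest to 0, which argues against either as the whole cause. Protein-coding genes with long genomic spans were lower than those with short spans by a log2 difference of -0.36 at matched expression. The difference was negative in 10 of 10 expression bins. The percentiles given for gene lists do not account for this difference, since the random lists were matched on level only. MALAT1, at 14337 CPM against 20773, was lower by about as much as the median gene, so it cannot tell a loss of nuclear RNA from the shift itself. Given the difference by span, less unspliced or nuclear RNA in the LNCaP_C4-2B library may contribute. Batch and strain remain open beside it, since they cannot be told apart here.

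Low Y chromosome expression in LNCaP_C4-2B is a further pattern. Counting at uniform expression would leave 3.63% of cells without a Y chromosome UMI, against 53% seen, and the median mitochondrial percent in the cells with low expression was 1.01 times that of the other cells, so neither accounts for the pattern. No other chromosome was as much as 0.15 from the median of all genes, the farthest being chromosome 22 at -0.038, which lay outside the range of random gene sets. Pseudoautosomal genes, which lie on both X and Y, had a median of -0.55 relative to all genes in these cells, lower in 11 of 11 genes, among them CD99 (ratio 0.654, 0.612 to 0.698) and SLC25A6 (0.695, 0.675 to 0.715), with VAMP7 (0.968, 0.810 to 1.16) the exception by its interval. A loss of the whole chromosome in these cells is a candidate explanation, found and tested on the same data.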
